A study of Homo sapiens with 9 samples.

How the data were processed

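RNA sequencing profiles of IMR90 cells, a strain of primary human fibroblasts from lung that is widely used to study cellular senescence, were analysed in 9 libraries. The libraries fall into 3 groups of 3, per the labels: proliferating cells with the empty retroviral vector pQCXIP, senescent cells with the same empty vector, and senescent cells with that vector carrying an HA-tagged mutant of HIRA, named in the labels by residues 520 to 1017. Whether those residues are the part kept or the part removed is not spelled out there. Senescence, a lasting exit from the cell cycle, was induced with etoposide, a topoisomerase II poison that breaks DNA. The labels give 50 µM as the treatment, although the growth protocol speaks of 25 or 50 µM. Etoposide was left on for 24 hours and cells were harvested 8 days after its removal, in 3.5% oxygen and 5% CO2. Total RNA was extracted with TRIzol and libraries followed Illumina's usual procedure, per the labels' protocols. Neither poly(A) selection, strandedness, read length, aligner, counting tool, genome build nor annotation is stated there.

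The authors deposited a table of raw read counts per gene and a table of TPM (length-corrected transcript abundance scaled to a common total), each with 1 column per library and 60668 genes under versioned Ensembl identifiers with symbols. The deposited counts are whole numbers that sum to a different total in each library, from 21025875 to 31317837, and carry no normalization. The TPM values, as deposited by the authors, sum to the same total in each library. They are not a rescaling of the counts, because genes with 0 counts have TPM values above 0, so they come from another quantification. All 9 columns of each table were matched to the samples by name. Strandedness being unstated, reads of overlapping or antisense genes may have been split between them, as may reads of near-identical paralogs and pseudogenes.

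Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were filtered with filterByExpr, which left 16880 tested genes, and libraries were scaled by TMM (trimmed mean of M values). A quasi-likelihood negative binomial model with a term for each group was fitted to all 9 libraries together, so that the spread of each gene rested on 6 residual degrees of freedom. The 3 contrasts were tested with the two-sided quasi-likelihood F test, and p-values were adjusted by the Benjamini-Hochberg method over the 16880 genes of each contrast. A gene was called changed at an adjusted p under 0.05. CPM is the usual count scaled to the TMM-adjusted library size, and a prior count of 2 was used for log2 values. Standard errors (SE) of log2 fold changes were derived from the F statistic. For a gene whose reference libraries all held at most 3 counts, no fitted fold change was printed, and a lower bound was computed against a floor of 3 counts. Errors of CPM are SD over the 3 libraries of a group. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

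Gene lists written from general knowledge of senescence were tested with camera on log2 CPM, two-sided, with a preset inter-gene correlation of 0.01. The p-values were adjusted by the Benjamini-Hochberg method over 27 pairs of list and contrast. The 9 lists were SASP cytokines and chemokines, SASP proteases and growth factors, NF-kB targets, interferon-stimulated genes, proliferation genes, p53 targets, extracellular matrix genes, sterol biosynthesis genes and replication-dependent histone genes. SASP stands for the senescence-associated secretory phenotype, the set of cytokines, proteases and growth factors that senescent cells release. No gene was on more than 1 of these lists. The same tests were repeated with fry and with camera at an estimated correlation. HIRA and PML genes (13) and senescence markers (8) were 2 further panels, reported gene by gene, except that 1 marker is not reported here.

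Genes named in the text follow a rule: for each of the first 2 contrasts, the 5 largest rises and 5 largest falls among genes with a symbol, an adjusted p under 0.05, a mean of at least 5 CPM over the 6 libraries compared and no overlap between the CPM values of both groups. The genes of both panels, MKI67 and 10 SASP genes were chosen by name. Other genes are marked as chosen after their values were seen. The grouping, the tests, the lists, the rule for named genes and most alternatives to these settings were set before the data were examined.

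Both senescence contrasts use the same senescent empty vector libraries, so their fold changes are related even with no effect of the mutant. The share of senescence-changed genes that moved the other way with mutant HIRA was therefore compared with 100 simulations. In these, the libraries of both senescent groups were drawn from the means of the senescent empty vector group, and the proliferating counts were kept as they are.

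The alternatives set in advance were DESeq2 1.42.0, RLE and upper-quartile factors, library size only, no low-count filter, a filter of at least 10 counts in every library of a group, a fit of only the 6 libraries compared, the replicate number as a block, limma on log2(TPM + 1), an adjusted p under 0.01, a log2 fold change of at least 1, and leaving out each library in turn. A fold change on the log2(TPM + 1) scale understates the change of low genes. Alternatives chosen after seeing the data were offsets that remove each library's smooth trend with transcript length, with GC share or with both, the latter also in a fit of 6 libraries, and the TPM table without 3 pseudogenes. Lengths, GC shares and coordinates were taken from the GENCODE 29 annotation of GRCh38 by gene identifier. A length was found for 99.1% of the tested genes. The authors' build is not stated, so coordinates are those of that annotation.

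The code was tested on simulated counts drawn from the means and library sizes of these libraries, with 200 genes changed 4-fold. In 16341 tested genes, edgeR recovered 97.5% of the changed genes, and 6.25% of its calls were false. DESeq2 recovered 99.0%, with 13.2% false calls, over 16880 genes. Between unchanged groups edgeR called 0 genes. The offset reduced a planted correlation with transcript length from -0.658 to -0.0416. A replicate pair was tested for a repeated library with a chi-square test of its counts over genes with at least 20 counts in the pair.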

Results

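Messenger RNA levels were compared between proliferating IMR90 fibroblasts, fibroblasts made senescent with etoposide, and senescent fibroblasts that expressed a mutant HIRA. HIRA is a chaperone that deposits the histone variant H3.3, and in senescent cells it gathers in PML nuclear bodies. By its title, the study concerns the link between this localization and expression of the SASP. Each group held 3 libraries. Total counts were 30118982, 27797389 and 22497575 in proliferating replicates 1 to 3. The senescent empty vector libraries held 21786834, 21025875 and 26392513 counts, and the mutant HIRA libraries 28231146, 27920779 and 31317837. A count of 0 allows a level of up to 3 counts, which is 0.0921 to 0.145 CPM in these libraries.

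The most abundant gene was COL1A1 in all 9 libraries, with 1.34% to 2.94% of the counts. Replicates of a group had Pearson correlations of log2 CPM of 0.956 to 0.987 over genes, which are not independent replicates. Their counts differed by more than sampling noise, with chi-square values of 4.71 to 145 per degree of freedom, so each library was counted as a separate sample. This argues against a repeated library, but it does not show whether the replicates came from separate cultures, which the p-values assume. The first principal component of log2 CPM held 57.3% of the variance and separated proliferating from senescent libraries. The second held 12.4% and separated proliferating replicate 3 from proliferating replicates 1 and 2. The third held 9.88% and separated mutant HIRA from empty vector among the senescent libraries. The labels name no sequencing or library batch, so no comparison within batches was possible.

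**Figure D1:**
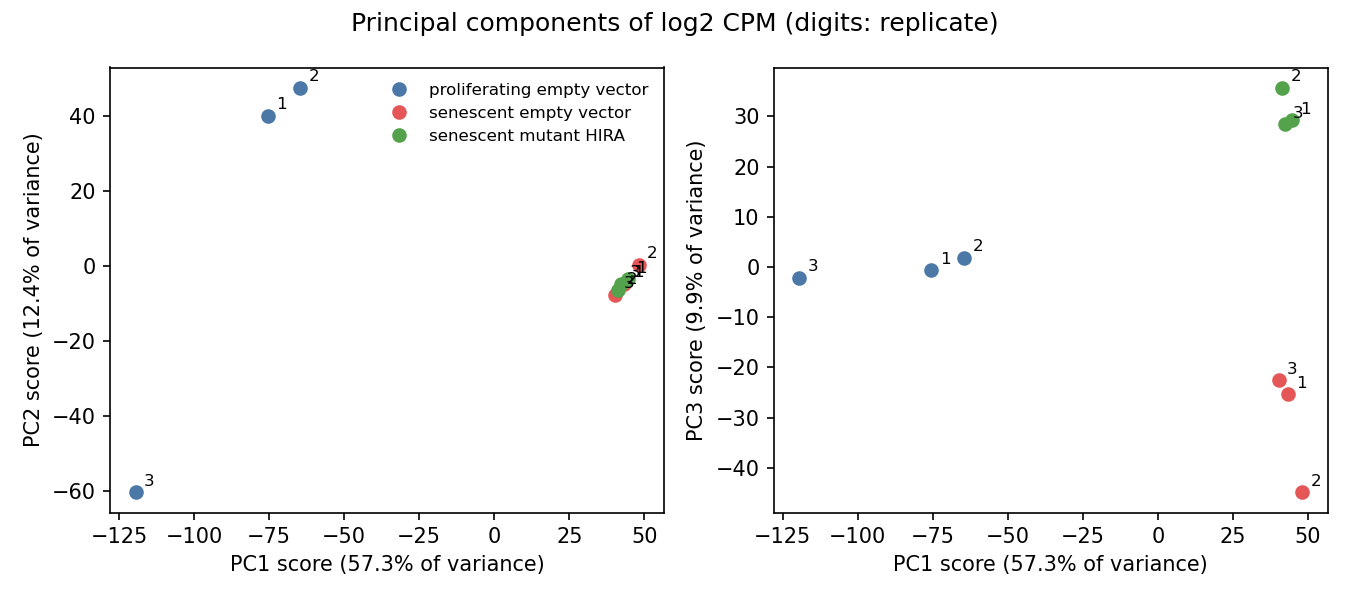
Principal component scores of log2 CPM for the 9 libraries, coloured by group and marked by replicate number, with component 1 (57.3% of variance) on both horizontal axes, and components 2 (12.4%) and 3 (9.88%) on the vertical axes. Proliferating replicate 3 lies apart on component 2, and both senescent groups lie apart on component 3.

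HIRA (ENSG00000100084.14) was examined first, as a check of the labels. It lies on chromosome 22 at 19330698 to 19447450, on the minus strand, and is annotated as protein coding. Its raw counts were 656, 565 and 490 in proliferating cells, 343, 267 and 357 in senescent empty vector cells, and 9068, 8863 and 10379 in senescent mutant HIRA cells. The mean level was 21.9 ± 1.68 CPM (SD, n = 3), 14 ± 1.59 CPM and 315 ± 5.54 CPM in the same order. With mutant HIRA the log2 fold change was 4.49 (SE 0.13) over senescent empty vector, with an adjusted p of 3.6e-09 (edgeR quasi-likelihood test, Benjamini-Hochberg). Over 23 alternatives this log2 fold change stayed between 4.43 and 4.59. The counts do not separate reads of the vector from reads of the endogenous gene. Between senescent and proliferating empty vector cells HIRA changed by -0.64 (SE 0.12, adjusted p 9.4e-04, edgeR), a fall that was lost on the TPM scale, where the change was 0.23.

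The first comparison asked how etoposide-induced senescence changed expression in cells with the empty vector. Of 16880 tested genes, 7362 had an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), 3746 higher and 3616 lower in senescent cells. Of these, 1796 rose and 1478 fell by a log2 fold change of at least 1. The CPM values of both groups did not overlap for 8828 genes, or 52.3% of those tested, where chance gives 10%. The count moved most, among alternatives at the same threshold, with limma on log2(TPM + 1), which called 4811 genes. On that scale 80.7% of the calls were higher in senescence, against 50.9% from the counts, and the median gene shifted by 0.28.

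The largest rises under the rule for named genes were in secreted immune factors. C3 (ENSG00000125730.17, chromosome 19, 6677704 to 6730562) rose from 0.266 ± 0.112 to 319 ± 32.7 CPM, a log2 fold change of 10.20 (SE 0.22, adjusted p 1.2e-10, edgeR). CXCL8 (ENSG00000169429.11, chromosome 4, 73740506 to 73743716) rose from 2.70 ± 1.5 to 557 ± 80.1 CPM, a log2 fold change of 7.72 (SE 0.37, adjusted p 4.6e-08). CXCL1 (ENSG00000163739.5, chromosome 4, 73869393 to 73871242) rose from 0.685 ± 0.128 to 132 ± 13.1 CPM, a log2 fold change of 7.56 (SE 0.19, adjusted p 2.7e-10). CCL20 (ENSG00000115009.13, chromosome 2, 227805739 to 227817564) and CXCL6 (ENSG00000124875.10, chromosome 4, 73836497 to 73849064) had 0 counts in the 3 proliferating libraries. In senescent cells they reached 16.6 ± 2.00 and 10.2 ± 0.407 CPM, at least 115-fold and at least 70.1-fold higher than the floor of 3 counts. The genes of the CXCL family on chromosome 4 resemble each other in sequence, and the division of reads between them depends on the unstated counting method.

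The largest falls were in genes of mitosis. SAPCD2 (ENSG00000186193.9, chromosome 9, 137062124 to 137070588) changed by -4.40 (SE 0.27) and AURKB (ENSG00000178999.13, chromosome 17, 8204733 to 8210600) by -4.24 (SE 0.22). CDC20 (ENSG00000117399.14, chromosome 1, 43358955 to 43363203) changed by -4.12 (SE 0.17), CENPA (ENSG00000115163.15, chromosome 2, 26764289 to 26801067) by -4.11 (SE 0.22) and PLK1 (ENSG00000166851.15, chromosome 16, 23677656 to 23690367) by -4.11 (SE 0.20). Among these 5 genes CDC20 had the highest proliferating level, 139 ± 19.5 CPM against 7.96 ± 1.29 CPM in senescence. Each of these 8 fitted changes kept its sign and an adjusted p under 0.05 in all 23 alternatives.

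Markers of senescence chosen by name were compared in the same fit. CDKN1A, which encodes p21, rose from 657 ± 8.45 to 2468 ± 105 CPM (log2 fold change 1.91, SE 0.09, adjusted p 5.1e-08, edgeR). LMNB1 fell from 79.6 ± 21 to 6.39 ± 0.439 CPM, a log2 fold change of -3.64 (SE 0.29, adjusted p 1.8e-06), and MKI67 fell from 137 ± 46.0 to 12 ± 2.41 CPM, a log2 fold change of -3.52 (SE 0.26, adjusted p 9.2e-07). HMGB1, which has many processed pseudogenes that could share its reads, changed by -1.88 (SE 0.10, adjusted p 1.2e-07). GLB1, the gene of the senescence-associated beta-galactosidase, changed by 0.47 (SE 0.12, adjusted p 0.0066), and CDKN2B by 0.59 (SE 0.16, adjusted p 0.012). For CDKN2A, whose locus encodes p16 and p14ARF, the change was -0.37 (SE 0.20, adjusted p 0.15), and for RB1 0.31 (SE 0.20, adjusted p 0.23), neither past the threshold. The sign of the CDKN2A change turned in 3 of 23 alternatives.

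Among the genes of HIRA and PML bodies, the chaperone partner CABIN1 changed by -0.39 (SE 0.11, adjusted p 0.010, edgeR), ASF1A by -0.84 (SE 0.19, adjusted p 0.0036) and ASF1B by -2.50 (SE 0.21, adjusted p 2.4e-06) in senescence. UBN1 (-0.14, adjusted p 0.40), UBN2 (0.61, adjusted p 0.081), DAXX (0.03, adjusted p 0.81) and PML (-0.09, adjusted p 0.57) were not past the threshold, although they were called in 4, 2, 4 and 0 of 23 alternatives, and the sign turned in 2, 0, 1 and 3. The H3.3 genes H3F3A and H3F3B changed by -0.69 (SE 0.11, adjusted p 3.8e-04) and -1.37 (SE 0.12, adjusted p 6.0e-06), with the reservation that both have pseudogene copies. ATRX rose by 1.21 (SE 0.32, adjusted p 0.0094), SP100 by 0.58 (SE 0.14, adjusted p 0.0051) and SQSTM1 by 0.59 (SE 0.10, adjusted p 6.1e-04). The call was lost in 3 of 23 alternatives for CABIN1, 2 for ASF1A, 1 for H3F3A, 3 for ATRX and 1 for SP100.

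**Figure D2:**
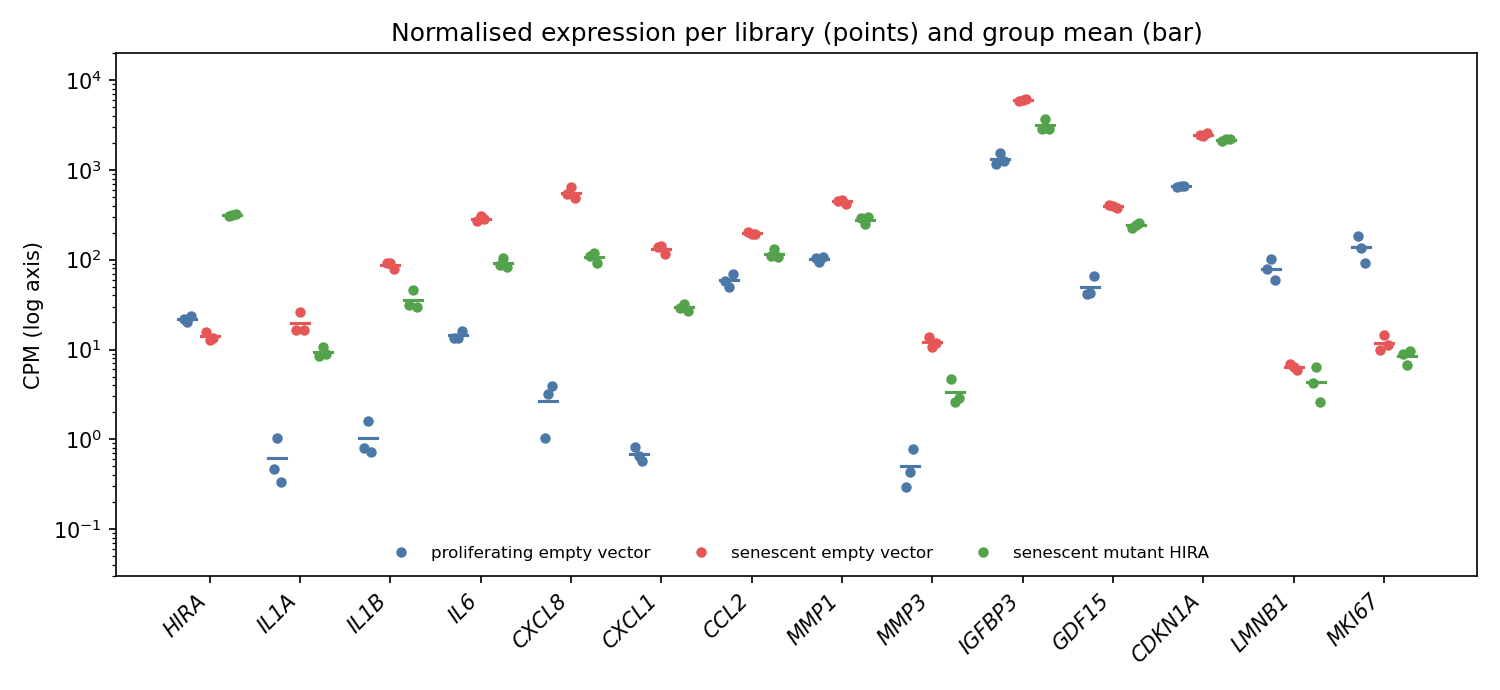
Expression of 14 genes in each library (points, CPM on a log axis) with the mean of each group of 3 (bars). HIRA reaches 315 CPM with mutant HIRA against 14 CPM in senescent empty vector cells, and CXCL8 reaches 557 CPM in senescent empty vector cells against 107 CPM with mutant HIRA.

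The second comparison was the one the design centres on: senescent cells with mutant HIRA against senescent cells with empty vector. It called 455 of 16880 genes at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), 152 higher and 303 lower with mutant HIRA. Of these, 75 rose and 151 fell by a log2 fold change of at least 1. At an unadjusted p under 0.05 there were 2196 genes. CPM values of both groups did not overlap for 4842 genes (28.7%, against 10% by chance), including all 455 called genes. The count depended on which libraries entered the fit. A fit of only the 6 senescent libraries called 1766 genes, among them all 455, and the fit of all libraries without proliferating replicate 3 called 1561, again with all 455. The mutant HIRA libraries come with no wild-type HIRA vector to compare with, so effects of the mutation and of raised HIRA expression were not separated.

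Beside HIRA itself, the largest rises were in THBD (ENSG00000178726.6, chromosome 20, 23045633 to 23049741), from 1.16 ± 0.253 to 15.3 ± 2.62 CPM (log2 fold change 3.70, SE 0.30, adjusted p 5.3e-05, edgeR), and NPPB (ENSG00000120937.9, chromosome 1, 11857464 to 11858931), from 1.72 ± 0.379 to 15.5 ± 1.84 CPM (log2 fold change 3.16, SE 0.24, adjusted p 4.1e-05). MN1 (ENSG00000169184.6, chromosome 22, 27748277 to 27801498) changed by 1.99 (SE 0.25, adjusted p 9.9e-04) and ELN (ENSG00000049540.17, chromosome 7, 74027789 to 74069907) by 1.79 (SE 0.29, adjusted p 0.0051). On the log2(TPM + 1) scale MN1 (adjusted p 0.062) and ELN (adjusted p 0.20) were not called, and these were their highest adjusted p over 23 alternatives. MN1 was past the threshold in 22 of the 23 and ELN in 21.

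The largest falls were in TMEM176B (ENSG00000106565.18, chromosome 7, 150791285 to 150801360, minus strand) and TMEM176A (ENSG00000002933.9, chromosome 7, 150800403 to 150805120, plus strand). TMEM176B went from 11.2 ± 0.726 to 0.418 ± 0.135 CPM (log2 fold change -4.74, SE 0.39, adjusted p 5.3e-05, edgeR) and TMEM176A from 12.2 ± 0.570 to 0.648 ± 0.283 CPM (log2 fold change -4.23, SE 0.29, adjusted p 1.9e-05). These 2 genes overlap at their 5' ends on opposite strands, so reads of the overlap could have been assigned to either. SLC16A6 (ENSG00000108932.12, chromosome 17, 68267026 to 68291267) changed by -2.73 (SE 0.23, adjusted p 7.4e-05), from 22.9 ± 2.61 to 3.46 ± 0.194 CPM. CCL20 changed by -2.54 (SE 0.19, adjusted p 1.2e-04) and CXCL8 by -2.38 (SE 0.28, adjusted p 7.0e-04), CXCL8 from 557 ± 80.1 to 107 ± 13.8 CPM. These 5 falls stayed past the threshold in all 23 alternatives.

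SASP genes chosen by name were lower with mutant HIRA. IL6 fell from 287 ± 17.7 to 91.0 ± 10.9 CPM, a log2 fold change of -1.66 (SE 0.13, adjusted p 4.0e-05, edgeR). CXCL1 changed by -2.17 (SE 0.13, adjusted p 1.2e-05), MMP3 by -1.83 (SE 0.28, adjusted p 0.0035) and IL1B by -1.30 (SE 0.21, adjusted p 0.0052). IGFBP3 changed by -0.93 (SE 0.13, adjusted p 0.0025), CCL2 by -0.78 (SE 0.13, adjusted p 0.0078), GDF15 by -0.69 (SE 0.16, adjusted p 0.045) and MMP1 by -0.67 (SE 0.11, adjusted p 0.0050). IL1A changed by -1.07 (SE 0.26), with an adjusted p of 0.054 that was not past the threshold. Over 23 alternatives, IL6, CXCL8, CXCL1, MMP3 and IL1B were past the threshold in all 23, IGFBP3 and MMP1 in 21, CCL2 in 20, GDF15 in 14 and IL1A in 9. All 10 were higher in senescent than in proliferating empty vector cells, with log2 fold changes of 1.74 for CCL2 to 7.72 for CXCL8.

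Of the other genes of both panels reported here, none was past the threshold between the senescent groups. CDKN1A changed by -0.19 (SE 0.09, adjusted p 0.41, edgeR), LMNB1 by -0.55 (SE 0.28, adjusted p 0.47) and MKI67 by -0.49 (SE 0.24, adjusted p 0.44). The lowest adjusted p among them belonged to SQSTM1 (0.39, adjusted p 0.062), DAXX (-0.39, adjusted p 0.068) and SP100 (-0.48, adjusted p 0.099), which were called in 9, 8 and 3 of 23 alternatives. ATRX (-0.76) was called in 4, UBN1, H3F3A and CDKN2A in 3 each, and CDKN1A and CDKN2B in 2 each. ASF1A, ASF1B and MKI67 were each called in 1. PML itself changed by 0.12 (SE 0.11, unadjusted p 0.29, adjusted p 0.76) and was called in 0 of 23.

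Gene lists were tested in the same contrasts with camera, and 23 of the 27 tests had an adjusted p under 0.05. With fry the number was also 23, but it lost extracellular matrix genes with mutant HIRA in senescence (0.26) and gained NF-kB targets in mutant HIRA against proliferating cells (1.3e-05). With an estimated correlation it was 19. The 4 tests lost there were interferon-stimulated genes in senescent against proliferating empty vector cells (adjusted p 0.059) and in mutant HIRA against proliferating cells (0.35), extracellular matrix genes with mutant HIRA in senescence (0.46), and sterol biosynthesis genes in mutant HIRA against proliferating cells (0.064).

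SASP cytokines and chemokines, with 24 genes tested, had a median log2 fold change of 4.93 in senescence (camera adjusted p 2.2e-11), or 4.66 with the 4 genes at the floor set to their bounds. With mutant HIRA 21 of the 24 were lower than in senescent empty vector cells, with a median of -1.29 (camera adjusted p 1.5e-16). Of these genes 14 had an adjusted p under 0.05 over all genes tested and 17 adjusted over the list alone (edgeR, Benjamini-Hochberg), all lower. Against proliferating cells the mutant HIRA group still had a median of 3.93 (adjusted p 4.9e-09), or 2.81 with bounds. Over 24 alternatives the mutant HIRA median ranged from -1.53 to -0.94, each past the threshold. The highest adjusted p among them was 0.010, from camera with an estimated correlation, against 1.5e-16 with the preset one. In the same contrast, camera with an estimated correlation gave 0.016 for interferon-stimulated genes and 0.010 for proliferation genes. The very small camera p-values given here and below thus depend on the preset correlation.

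SASP proteases and growth factors (36 genes) had a median of 1.59 in senescence (camera adjusted p 1.4e-11) and of -0.51 with mutant HIRA (adjusted p 4.7e-09), with 27 of 36 lower. Of these genes 13 were called over all genes tested, all lower, and 25 adjusted over the list alone, 21 of them lower. NF-kB targets (24 genes) had medians of 0.67 (adjusted p 8.0e-04) and -0.32 (adjusted p 5.3e-08), with 20 of 24 lower with mutant HIRA. Of these, 4 were called over all genes tested and 12 adjusted over the list alone. Interferon-stimulated genes (39 genes) had medians of 1.56 (adjusted p 3.6e-10) and -0.99 (adjusted p 8.1e-20), and 39 of 39 were lower with mutant HIRA. Of these, 10 were called over all genes tested and 26 adjusted over the list alone.

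Proliferation genes (41 genes) had a median of -2.75 in senescence (camera adjusted p 4.0e-28), with 41 of 41 lower, and of -0.38 with mutant HIRA (adjusted p 1.1e-09), with 38 of 41 lower. With mutant HIRA 4 were called over all genes tested and 10 adjusted over the list alone. For p53 targets (27 genes) the median was 0.88 in senescence (adjusted p 6.8e-05) and -0.08 with mutant HIRA, where the list was not past the threshold (adjusted p 0.42), with 2 genes called over all genes tested and 4 adjusted over the list alone. Extracellular matrix genes (21 genes) had a median of 0.04 in senescence (adjusted p 0.74). With mutant HIRA their median was 0.09 (adjusted p 0.038), a call that neither fry (0.26) nor an estimated correlation (0.46) gave, with 5 genes called over all genes tested and 8 adjusted over the list alone. Sterol biosynthesis genes (19 genes) had a median of -0.56 in senescence (adjusted p 3.2e-04), and with mutant HIRA 19 of 19 were higher, with a median of 0.24 (adjusted p 4.6e-05). Of these, 1 was called over all genes tested and 3 adjusted over the list alone. Replication-dependent histone genes (30 of 88 tested) had a median of 2.03 in senescence (adjusted p 8.2e-09), or 2.00 with bounds, and of 0.47 with mutant HIRA (adjusted p 8.6e-06), with 26 of 30 higher. Of these, 1 was called over all genes tested and 2 adjusted over the list alone. This list was matched by symbol, and it holds genes named as pseudogenes, such as HIST2H3PS2 and HIST1H1PS1. The 1 gene called was HIST2H3PS2 (1.18, adjusted p 0.020, edgeR), which did not rise in senescence (-0.19, adjusted p 0.56).

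**Figure D3:**
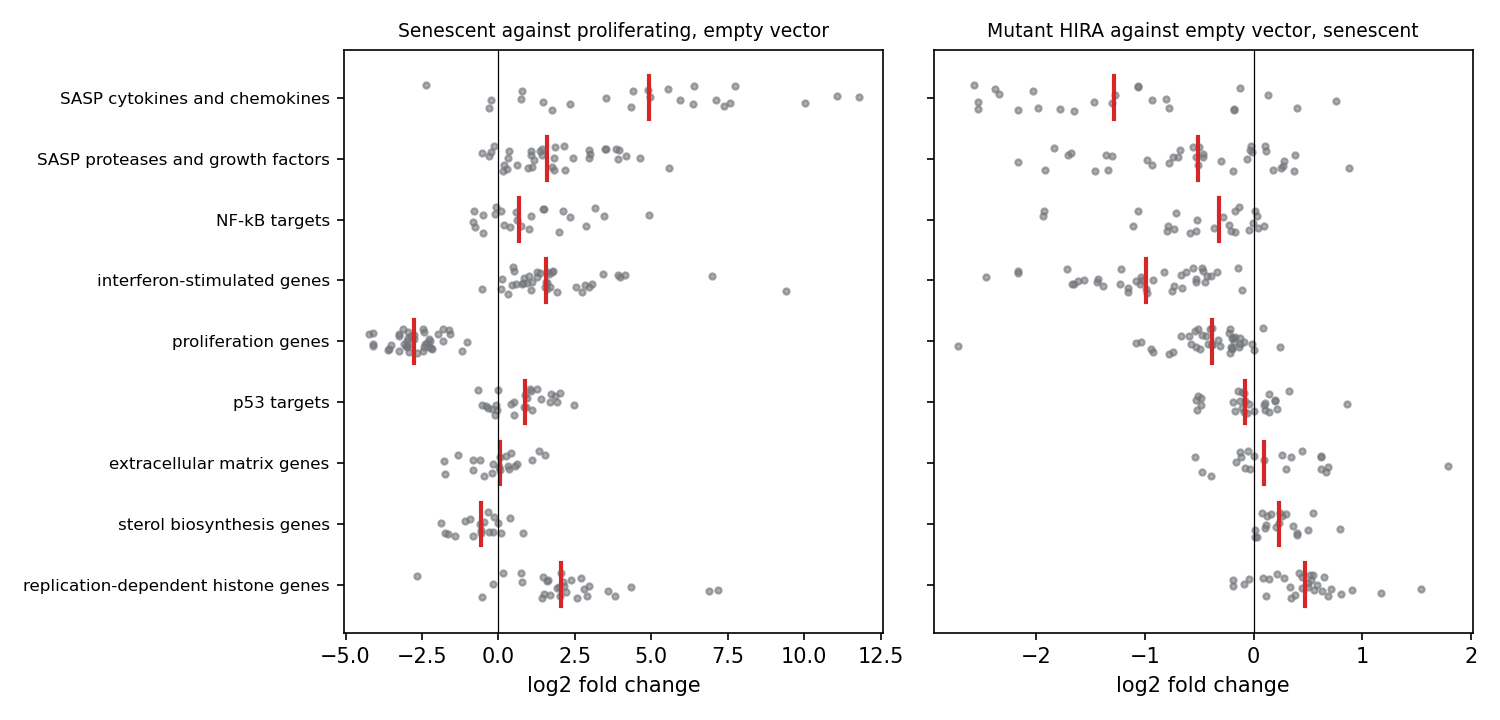
Log2 fold changes of the genes of 9 lists (points, 1 per gene) and their medians (red bars) for senescent against proliferating empty vector cells and for mutant HIRA against empty vector in senescence. The medians of SASP cytokines and chemokines are 4.93 and -1.29, and those of interferon-stimulated genes 1.56 and -0.99; genes at the floor are drawn at their fitted values.

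The remaining pair of groups, senescent mutant HIRA against proliferating empty vector, differs in 2 variables at once and is given as a summary. It called 7168 genes (edgeR, Benjamini-Hochberg), 3576 higher and 3592 lower. The non-overlapping genes numbered 8929, or 52.9%, where chance gives 10%. In this contrast SASP proteases and growth factors had a median of 1.16 (camera adjusted p 5.2e-08), interferon-stimulated genes 0.48 (0.0054), proliferation genes -3.33 (2.3e-31), p53 targets 0.83 (1.4e-04), sterol biosynthesis genes -0.32 (0.027) and histone genes 2.27 (2.1e-11). NF-kB targets (0.40, adjusted p 0.078) and extracellular matrix genes (0.18, adjusted p 0.51) were not past the threshold with camera, although NF-kB targets were with fry.

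Finally, the direction of the mutant HIRA change was set against that of senescence. Of the 3274 genes with an adjusted p under 0.05 and an absolute log2 fold change of at least 1 in senescence, 2154 (65.8%) changed in the opposite direction with mutant HIRA. In 100 simulations with no effect of the mutant this share was 56.9% to 61.3%, because both contrasts use the same libraries. Over all tested genes the Pearson correlation of both log2 fold changes was -0.231, against -0.183 to -0.143 in the simulations; genes are not independent replicates. Genes that rose in senescence exceeded the simulated range (68.9%, simulated up to 61.4%), and genes that fell did not (62.0%, simulated up to 62.8%). This split held only for some scalings, since upper-quartile factors gave 65.9% and 65.8%, and library size only 65.2% and 66.2%, for genes that rose and fell. The simulations drew each gene separately, with the spread estimated from all 9 libraries. The biological coefficient of variation was 0.189 there, against 0.117 with no proliferating library. The simulated shares may thus be too high, and they do not decide whether genes that fell moved back in excess. Of 355 genes called in both contrasts, 293 changed in opposite directions. The 303 genes lower with mutant HIRA included 226 that were higher in senescence, and the 152 higher genes included 67 that were lower in senescence. The simulations called 0 genes between the senescent groups, so they give no baseline for these counts of called genes. The shared libraries favour opposite directions here too. The share reached 65.8% or more in 3 of the 10 ways to split the 6 senescent libraries, the real one included. The correlation was as low in 1 of the 10, with -0.206 as the lowest of the others. The other splits mix both groups and keep part of the real difference. They therefore do not decide whether the excess over the simulations is larger than the spread between these libraries.

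**Figure D4:**
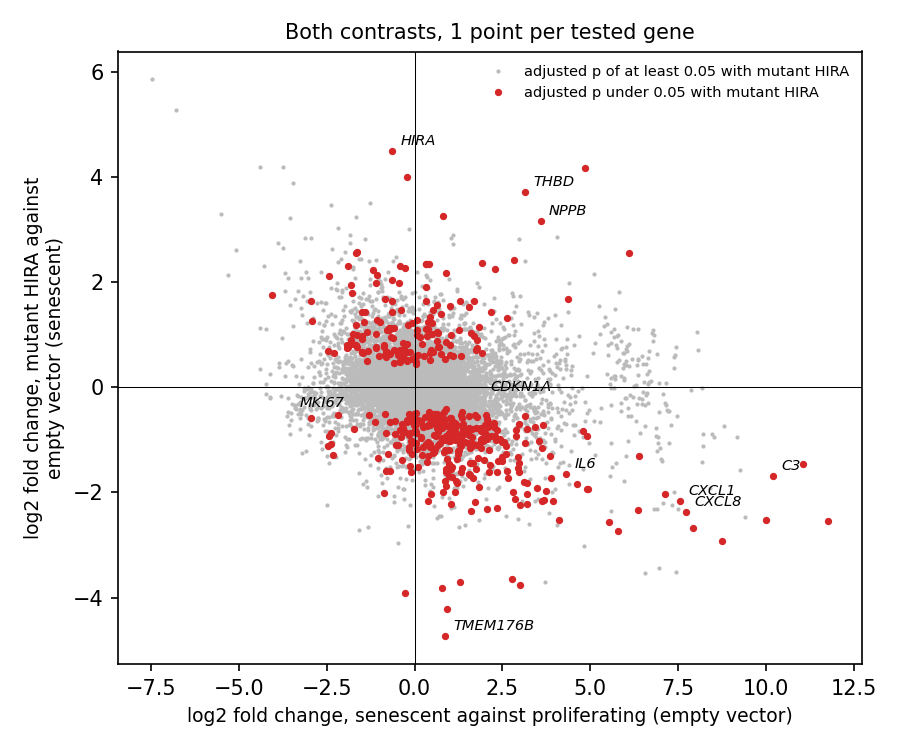
Log2 fold change in senescence (horizontal) against log2 fold change with mutant HIRA (vertical) for the 16880 tested genes (points), with the 455 genes called with mutant HIRA in red. Of those lower with mutant HIRA, 226 of 303 were called higher in senescence, a count with no simulated baseline. Genes at the floor are drawn at their fitted values.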

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

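The offsets, the TPM table without 3 pseudogenes and the comparison of dispersions were chosen only after the results were seen; the other alternatives and the splits of the libraries were set before.

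The rise of HIRA with mutant HIRA stayed between 4.43 and 4.59 on the log2 scale over 23 alternatives, all past the threshold, and from 4.43 to 4.59 over the 9 fits that each left out 1 library. The number of list tests past the threshold stayed between 19 and 23 of 27, and from 21 to 23 over the fits without 1 library. SASP cytokines and chemokines, SASP proteases and growth factors, NF-kB targets, interferon-stimulated genes, proliferation genes, sterol biosynthesis genes and histone genes kept their direction and their side of the threshold between the senescent groups in all 24 alternatives.

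The number of genes called between senescent and proliferating empty vector cells was 7362. It was 4811 with limma on log2(TPM + 1), 3274 with an absolute log2 fold change of at least 1 and 4784 at an adjusted p under 0.01, and it ranged from 5761 to 8033 genes over the 9 fits without 1 library. Between mutant HIRA and proliferating cells it was 7168, with 3111 and 4577 at the same stricter thresholds and 5354 to 7927 without 1 library. On the log2(TPM + 1) scale 80.7% of the first contrast's calls and 83.3% of the last contrast's were higher in senescence, against 50.9% and 49.9% from counts, with median shifts over all genes of 0.28 and 0.32. Of the 7362 genes, 668 had the opposite sign there. With the 3 pseudogenes TMSB4XP1, TMSB4XP8 and AC099789.1 left out of the TPM table, the share in the first contrast was 60.2%, the median shift 0.14 and the count 5138, so these pseudogenes account for most of the imbalance. DESeq2 and the fit with no filter, which keep 36124 genes, shifted the median gene of the last contrast by 0.30 and 0.27, and that of the first by 0.16 and 0.14. Library size only shifted the last by 0.11.

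The 455 genes called between the senescent groups were the count that moved most. DESeq2 called 731, no filter 805, a fit of only the 6 senescent libraries 1766, and limma on log2(TPM + 1) 113, of which 83 were among the 455. A log2 fold change of at least 1 left 226 and an adjusted p under 0.01 left 218. Among the added alternatives, the length offset gave 705, length and GC together 922, the TPM table without the 3 pseudogenes 162, and 6 libraries with both offsets 2518, again with all 455. Over the 9 fits without 1 library the count ran from 209 to 1561. It was lowest without mutant HIRA replicate 1 and was 209 to 252 without any 1 senescent library, where a group has 2 libraries. It was 1561 without proliferating replicate 3. The biological coefficient of variation shared by all genes was 0.189 in the fit of 9 libraries, 0.194 and 0.175 without proliferating replicate 1 or 2, 0.125 without replicate 3 and 0.117 with no proliferating library. The higher counts in the last 2 fits thus came with a lower estimated spread. With library size only, 40.7% of the calls were higher, against 33.4% with TMM; with 6 libraries only, 42.1% were. The cause of the other differences was not tested.

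The share of senescence-changed genes that moved back, 65.8%, was 63.4% to 70.3% over the 9 fits without 1 library. It was 58.1% among genes with an absolute log2 fold change of at least 2, where 62.9% of risen and 47.7% of fallen genes moved back, and the cause was not tested. The ranges simulated for the threshold of 1, 54.5% to 61.4% for risen and 57.3% to 62.8% for fallen genes, were not recomputed for any alternative. The split between risen and fallen genes depended on the scaling. It was 65.9% and 65.8% with upper-quartile factors, 65.2% and 66.2% with library size only, 68.4% and 63.0% with RLE factors, and 68.2% and 63.7% with DESeq2. The correlation ran from -0.43 with no filter to -0.18 without proliferating replicate 2.

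Several small changes turned sign, none past the threshold after turning. On the log2(TPM + 1) scale, in senescence, HIRA changed by 0.23, UBN1 by 0.39, PML by 0.34 and CDKN2A by 0.092, and without the 3 pseudogenes HIRA by 0.0046, UBN1 by 0.16 and PML by 0.093. With the GC offset, PML changed by 0.098 and the extracellular matrix median was -0.035 in senescence, and between the senescent groups CABIN1 changed by -0.045 and HMGB1 by 0.053. With both offsets the changes were 0.016 for CDKN2A in senescence, and -0.051 for CABIN1, 0.054 for HMGB1 and -0.0038 for H3F3B between the senescent groups. With 6 libraries and both offsets they were 0.066 for CDKN2A, -0.046 for CABIN1 and 0.059 for HMGB1. Over the 9 fits without 1 library, CABIN1 ran from -0.033 to 0.075, H3F3B from -0.018 to 0.092 and HMGB1 from -0.096 to 0.0067 between the senescent groups, and DAXX ran from -0.011 to 0.080 and the extracellular matrix list from -0.028 to 0.12 in senescence. The median of that list, 0.04 from all 9 libraries without an offset, was -0.14 with the length offset and -0.06 with both offsets, in 9 or in 6 libraries, and camera gave it no call in any alternative. The cause of these turns was not tested.

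Counting each named gene or list under each alternative once, and leaving aside the fits without 1 library, 20 calls of named genes were lost and 46 gained, and 14 list calls were lost and 2 gained. Changes that turned sign are left out of these counts. The HIRA call in senescence, lost in 2 of 23 alternatives where the sign turned, therefore adds to the losses of named genes. In the fits without 1 library, 10 calls of named genes were lost and 14 gained, and 5 list calls were lost and 0 gained. The sterol biosynthesis median between mutant HIRA and proliferating cells was 0.33 on the log2(TPM + 1) scale and 0.085 without the 3 pseudogenes, although camera, which tests it relative to all genes, still pointed down.

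The labels give the same replicate numbers to each group. Deviations of same-numbered libraries from their group means had correlations of -0.119 to 0.0857 over 9 pairs, so the numbers do not pair the libraries. With the replicate number as a block, 7024, 399 and 6865 genes were called in the 3 contrasts, HIRA changed by 4.50, the share moving back was 66.8%, and 23 list tests were past the threshold. IL1A was the 1 named gene whose call changed, to an adjusted p of 0.019, within 3.4e-05 to 0.28 over its alternatives, and no list call changed.

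With 3 libraries against 3, the 6 libraries of a contrast can be split in 10 ways, so no share of splits can fall under 0.1. In each of the 3 contrasts 1 of the 10 splits, the real one, gave as many genes, and every other split gave 0 genes at an adjusted p under 0.05. The other splits mix both real groups, which widens the spread within each group, so their 0 calls do not test the calibration of edgeR. For the SASP cytokines with mutant HIRA, 1 of the 10 splits gave as small a camera p, the smallest p of another split being 2.8e-06. Of the 9 other splits, 8 had a camera p under 0.05 for this list before adjustment, as did 9 of 9 and 7 of 9 in the contrasts of senescent and of mutant HIRA with proliferating cells. Each of these splits keeps part of the real difference, so their small p-values do not test the calibration of camera. For the share moving back, 3 of the 10 splits gave as large a value, with up to 68.1% in another split, although the correlation was as low in 1 of 10 (lowest other -0.206).

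Depth limits the lists at their low end. Among the SASP cytokines 4 genes had proliferating levels at or under the floor of 3 counts, so their rise in senescence is known only as a lower bound.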

Other observations

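The tests of transcript length and depth in proliferating replicate 3, of non-senescent cells, of the length and GC offsets, of the histone genes, of ANKRD1 and of the TPM pseudogenes were chosen only after the results were seen, and the count test of the pseudogenes replaced an earlier one on their highest single count, 252. The depth test replaced a thinning of replicate 1, which could not have shown a length trend. The remaining tests were written down before their results.

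Proliferating replicate 3 lay apart from the other proliferating libraries. Its log2 CPM deviated from the mean of replicates 1 and 2 in a way that followed transcript length, with a Spearman correlation over 16730 genes of -0.379 in the counts and -0.383 in the TPM values. The senescent libraries, compared with the other 2 of their group, ranged from -0.168 to 0.159 in the counts and from -0.165 to 0.161 in TPM. With the genes in 4 bins of rising length, whose median lengths were 1224.5, 2569, 4072 and 6710.5 nt, the median deviation was 0.42, 0.09, -0.17 and -0.39. A trend that came from lower depth would be near 0 among genes with many counts, but over the 3572 genes with at least 1000 counts in each proliferating library the correlation was -0.628. Over such genes the senescent libraries ranged from -0.518 (senescent empty vector replicate 3, the deepest of its group) to 0.379, so length trends were not confined to this library. A culture with fewer dividing cells is not borne out either, since the median deviation of the proliferation genes was -0.02 and 24.8% of random lists matched on length and expression lay as low. Lower recovery of long transcripts in this library, for instance through RNA degradation combined with selection at the 3' end, may explain the pattern. No measure of RNA integrity was analysed here, and a biological difference of this culture that follows length stays open.

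Several accounts of the lower SASP cytokines with mutant HIRA were tested. Cells that had escaped senescence would lower the SASP and raise proliferation genes, but the proliferation genes had a median of -0.38 with mutant HIRA, so a larger share of dividing cells is not what the tables show. Removing length and GC trends left the SASP median at -1.21, and thinning all libraries to 21025875 counts left it at -1.31, with 21 of 23 genes lower. A general loss of whatever senescence induces was tested with 10000 random lists matched on induction and expression. Such lists also fell, with a median of -0.23 and a 95% range of -0.55 to 0.05, and 0% of them lay as low as the SASP cytokines. Their median induction, 4.38, was somewhat below the 4.93 of the SASP list. As low lay 0% of the lists matched to the SASP proteases, 0% of those matched to the interferon-stimulated genes and 0.12% of those matched to the NF-kB targets, whereas 60.2% of those matched to the p53 targets did. Not every list lay low. Of the lists that fell in senescence, the proliferation genes lay below all of their matched lists and the sterol biosynthesis genes (0.24) above all of theirs. The histone genes, induced by 2.03 in senescence, also lay above all of theirs (0.47 against a matched median of -0.20). The data are consistent with a fall that is larger in inflammatory and interferon genes than in p53 targets, although a difference between the lists was not tested directly. Whether it reflects the mutant or a raised level of any HIRA protein stays open, since no wild-type HIRA vector was analysed here.

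TMEM176A and TMEM176B fell together and overlap each other on opposite strands. Whether genes changed by mutant HIRA tend to lie side by side was tested over 8199 pairs of adjacent tested genes that do not overlap and lie within 50000 bases. In 13 pairs both genes were called in the same direction, against a median of 3 and a maximum of 12 in 10000 permutations (permutation p 1e-04, the smallest they can give). In 7 of the 13 pairs, such as MMP1 and MMP3, CXCL6 and CXCL1, CXCL5 and CXCL3, MX2 and MX1, and C1S and C1R, both genes share a name stem and thus a family. The other 6 pairs lay within the permuted range of 0 to 7, and 9.75% of permutations gave as many. The excess may therefore come from clustered gene families, whose reads can also be shared, and domains of chromatin beyond such families were not detected.

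Replication-dependent histone genes, which are transcribed in dividing cells and normally end without a poly(A) tail, were higher in senescent cells. Their sum rose from 79.3 to 101 CPM in proliferating libraries to 311 to 357 CPM in senescent empty vector and 412 to 455 CPM in mutant HIRA libraries. The sum covers all genes matched by symbol, including some named as pseudogenes. With length and GC trends removed, the median in senescence was 2.07, so a poorer recovery of short transcripts in the proliferating libraries does not account for it. HIST1H4C reached at most 0.216 CPM and HIST1H3B at most 0.755 CPM in proliferating cells, and RN7SK, RMRP and RPPH1, which carry no tail, were at 0 counts in all 9 libraries. TERC, examined with them, was at 0 CPM in proliferating libraries and at most 0.215 CPM in any library. These levels suggest that mainly polyadenylated RNA was counted, in which case the rise may reflect tailed histone transcripts rather than histone synthesis. The labels do not state the selection, and a counting method that skips some such genes would also give 0 counts, although TERC was not skipped.

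ANKRD1, chosen after its value was seen, rose with mutant HIRA from 19.3 to 60.1 CPM (log2 fold change 1.64, SE 0.16, adjusted p 1.6e-04, edgeR). It is a target of YAP and TAZ, and a rise of that program was tested with 20 other targets. Their median log2 fold change was 0.0038, with 10 of 20 higher and a camera p of 0.590. Since the targets moved both ways, the test gives no sign of a shared rise and does not exclude a change in part of them.

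Among the TPM values, 3 very short pseudogenes held 22.7% and 24.2% of the total in proliferating replicates 2 and 3 and 0% in the other 7 libraries. TMSB4XP1 was listed at 132379 and 161634 TPM in these replicates with 5 and 1 counts, AC099789.1 at 95042 TPM in replicate 2 with 1 count, and TMSB4XP8 at 80817 TPM in replicate 3. TMSB4XP8 held 252 counts there and 141 to 198 counts in the libraries where its TPM was 0. Together the 3 had 197 counts in replicate 2, 253 in replicate 3 and 202 in replicate 1, where their TPM was 0, so expression of the pseudogenes does not explain the difference in TPM. Without the pseudogenes the parent gene TMSB4X stood at 8688 TPM in replicate 2, 8553 in replicate 1 and 10555 in replicate 3, the highest of the 9 libraries. These levels do not decide whether reads of TMSB4X were assigned to the pseudogenes, because a few reads on a very short transcript could give a high TPM and leave TMSB4X nearly unchanged. An inflated TPM of very short transcripts is a candidate explanation, with or without such reads, that cannot be told apart from other faults of the quantification: the 3 are 135 to 141 nt long, yet 10.9% of annotated genes are shorter. With thresholds chosen after the values were seen, the 6 genes above 3000 TPM with under 300 counts in every library were 135 to 158 nt long. Beyond expression of the pseudogenes, no biological explanation was tested.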
